A study of Mus musculus with 12 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

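Mouse embryonic stem cells (ESCs), wild-type or lacking Dgcr8 (Dgcr8 KO), were given the uridine analogue 4-thiouridine (4sU) at 500 uM for 30 min. Each RNA sample was divided. RNA that had taken up 4sU during the pulse was biotinylated and captured, and served as the measure of nascent transcription (4sU libraries). RNA depleted of ribosomal RNA (rRNA) served as the measure of steady-state levels (total libraries). The labels give 3 replicates for each genotype and library type, 12 libraries in all, and groups and replicate numbers were read from the sample titles.

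The deposited values were whole-number read counts per gene, not normalized. Per the file header and the methods of the study, the authors trimmed adapters with Cutadapt, mapped reads uniquely with STAR to the mouse mm10 genome, and counted them with featureCounts 1.5.3 against GENCODE M14 without its rRNA genes. The header gives strand setting 2 (reverse stranded), so genes on opposite strands were counted apart. Unique mapping leaves members of near-identical gene families under-counted. Total counts ranged from 4593914 to 9295245 per library. Reads were not collapsed by molecular identifiers, so count floors cover counting error only. A floor of 3 counts was used: where every library of a group lay at or under it, the fold change was computed against the floor and given as a lower bound.

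The 51559 gene identifiers of the table were matched by stable identifier to GENCODE M21, of the same genome build, and 51274 matched. Coordinates are those of the deposited table (mm10, 1-based). Biotypes and 3′ UTRs came from GENCODE M21, with the longest 3′ UTR taken for each gene. Of 44556 transcripts with a 3′ UTR, 100.0% were directly preceded by a stop codon. No column of per-sample values was left unused.

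Tests followed the design of the study. Genes with at least 3 CPM (counts scaled to library size) in at least 3 libraries were kept, which left 14033. Counts were scaled by TMM factors in edgeR 4.0.16 and fitted in limma 3.58.1 with voom weights under R 4.3.3, with all 12 libraries in a single model of library type, genotype and their interaction. Stability was the ratio of total to 4sU signal, and the interaction term measured its change in Dgcr8 KO. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 change over 1. The quasi-likelihood test of edgeR is printed beside limma because it is the usual test for counts. Gene sets were tested with the competitive test camera of limma at an inter-gene correlation of 0.01, with p adjusted over the 7 set tests run, and across cultures with exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.1. The target list used in the study was not used here. Seed-site genes were instead protein-coding genes whose 3′ UTR holds AGCACTT or GCACTTA, which match the AAGUGC seed of the ESC-specific cell cycle (ESCC) microRNA family, and were compared with genes lacking the hexamer GCACTT. For each possible hexamer, the stability change was regressed on its presence, with log10 3′ UTR length and GC content as covariates.

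Both genotypes carry replicate numbers 1 to 3 in the titles, and these numbers are the source of the pairing used in the fits with a replicate block. Genes named in the text follow a rule fixed before the data were examined: Dgcr8, a list of 10 genes generally named as ESCC targets (not checked against a database), 8 pluripotency genes, the 6 genes of the actinomycin D time course of the study, and for each contrast the 4 largest rises and 4 largest falls among called genes whose 3 KO cultures all lay on the same side of the 3 wild-type cultures. Other genes named were chosen after their values were seen, and this is said where they appear. The alternatives were also fixed at that point, except those the closing section names, and were edgeR, DESeq2 1.42.0, limma-trend, sample quality weights, other scalings and filters, no limit on the fold change, other definitions of a site, replicate blocks, and leaving out each culture.

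Scripts were tested on simulated counts drawn from the real means and library sizes, with known changes added to a set of genes. Of 193 changed genes that passed the filter among 13392 tested, 93.8% were called by limma, with 7 false calls. Every added change was larger than the log2 limit for a call and was made in total RNA of Dgcr8 KO only. Biological variation was set the same for every gene and library. The 93.8% therefore need not hold for real changes near that limit or in noisier libraries. A simulated hexamer effect over 11811 genes was ranked 1. The table also has 92 rows of ERCC spike-in sequences, with 1 count in all libraries together, so no absolute scaling was possible.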

Results

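To ask how the loss of microRNAs changes transcription and mRNA stability in ESCs, 4sU and total RNA libraries were compared between wild-type cells and cells lacking Dgcr8, which encodes a factor needed to process primary microRNA transcripts. Each of the 4 groups held 3 replicates. The study lists a previously made Dgcr8 KO line and names no other Dgcr8 KO line. The p-values therefore measure spread between replicates, not between independent knockout lines. Effects particular to that line cannot be told apart from loss of Dgcr8. Total counts per library ranged from 4593914 to 6005526 in wild-type 4sU, 4775267 to 4998675 in Dgcr8 KO 4sU, 6873708 to 9295245 in wild-type total and 7184551 to 9215024 in Dgcr8 KO total libraries. Within groups, Spearman correlations across genes ranged from 0.988 to 0.992 for 4sU libraries and rounded to 0.996 for every pair of total libraries. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of at least 1.61. The first principal component held 68.3% of the variance and separated library types, and the second held 23.6% and separated genotypes.

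Dgcr8 itself (ENSMUSG00000022718.11, mm10 chromosome 16, 18253948 to 18289249, minus strand) was examined first. Its total RNA fell from 101.6 ± 9.3 to 33.3 ± 1.09 CPM (here scaled to library size and TMM factor, SD, n = 3) in the libraries labelled Dgcr8 KO. This was a log2 change of -1.60 (SE 0.0848, limma adjusted p = 6.63e-17). In 4sU RNA it fell from 111.7 ± 5.75 to 78.4 ± 7.88 CPM (SD, n = 3), a log2 change of -0.51 (limma adjusted p = 1.95e-06). Counts remained in every KO library, from 222 to 456. The ratio of total to 4sU signal of Dgcr8 fell by 1.09 on the log2 scale (SE 0.116, limma adjusted p = 3.11e-08).

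**Figure D1:**
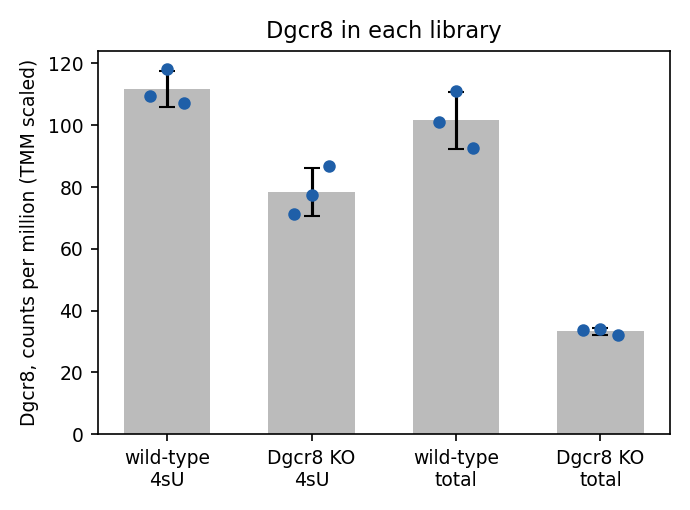
Dgcr8 CPM in each of the 12 libraries (points), with group means (bars) and SD (error bars). Total RNA averaged 33.3 CPM in Dgcr8 KO against 101.6 in wild-type.

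Total RNA levels were compared first across all 14033 genes. In Dgcr8 KO, 2407 genes were called by limma, of which 1309 were higher and 1098 lower. The quasi-likelihood test of edgeR called 2405. In nascent RNA, 2073 genes were called by limma, 1333 higher and 740 lower, and edgeR called 2067. Apart from dropping the limit on the fold change, the filter moved these counts most. With no filter beyond 1 count, 4001 total and 3801 nascent calls were made, and requiring 3 CPM in all 12 libraries left 1045 and 837. With the replicate number as a block, 2438 and 2051 genes were called. Deviations from the group means correlated at 0.00101 between same-numbered total libraries and -0.00193 between same-numbered 4sU libraries of the 2 genotypes, so the numbers did not pair the cultures measurably.

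For the genes with the largest changes, a group often lay at or under 3 counts. In total RNA, Casq2 (chromosome 3) was at least 53.0-fold higher, Psmb8 (chromosome 17) at least 26.8-fold and Tenm2 (chromosome 11) at least 17.5-fold higher in Dgcr8 KO. Anxa3 (chromosome 5) rose by 6.70 on the log2 scale (SE 0.369, limma adjusted p = 1.85e-16). Lin28a (ENSMUSG00000050966.9, chromosome 4, 134003330 to 134018841, minus strand) had a log2 change of -7.43 (SE 0.479, limma adjusted p = 8.85e-15). Prmt8 was at least 48.1-fold lower, Xlr3a at least 15.7-fold lower and Blnk at least 15.2-fold lower. Xlr3a belongs to a family of similar genes, and its counts are uncertain. In nascent RNA the largest rises were Esr1, at least 32.5-fold, Anxa3, at least 26.9-fold, Tenm2, at least 15.7-fold, and Ccnd2, at least 14.7-fold. The largest nascent falls were Lin28a, at least 60.6-fold, Prmt8, at least 31.2-fold, Tmem56, at least 9.64-fold, and Gm27045, with a log2 change of -5.13 (limma adjusted p = 7.17e-10).

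To ask how far nascent changes accounted for changes in total RNA, both were compared across genes. The log2 changes correlated with a Spearman's rho of 0.798 over 14033 genes, which are not independent replicates. From single same-numbered pairs of cultures, rho was 0.708 ± 0.0258 (SD, n = 3). Of the 2407 genes called in total RNA, 1592 (66.1%) were also called in nascent RNA, 1591 of them in the same direction, and 150 (6.23%) were called for stability. These shares do not divide the total changes into parts, as each call needs its own change past the limit. Mbd2 and Ei24, for example, rose by 1.195 and 1.043 in total RNA. They counted in neither share, with nascent changes of 0.63 and 0.51 and stability changes of 0.56 and 0.53.

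The change in the total to 4sU ratio, taken as stability, was then tested directly. Limma called 247 genes, 111 more stable and 136 less stable in Dgcr8 KO, and edgeR called 265, of which 234 were shared. The limma calls were not all mRNAs. Of 63 microRNA hairpin and host genes, 17 were called more stable and 0 less stable. Dgcr8 acts on such transcripts, so their ratio need not reflect decay. With the replicate number as a block, 293 genes were called, and with the 4sU and total library of a culture as a block, 262. Same-numbered 4sU and total libraries had correlated deviations of 0.0506 in wild-type and 0.0224 in Dgcr8 KO. The direction of these calls depended on scaling and on the filter. More stable genes made up 44.9% of calls with TMM, 62.0% (147 against 90) with RLE size factors and 58.1% with upper-quartile scaling. Requiring 3 CPM in all 12 libraries gave 53% (61 against 54). The median change of all genes was -0.09 with TMM and -0.00257 with RLE. The largest rises were Mir27b, at least 10.8-fold, Casq2, at least 3.62-fold, Mir24-1, at least 2.52-fold, and Gm43387, at least 1.67-fold, each with wild-type total counts at or under 3. Gm43387 was also among the 10 features with the highest 4sU to total ratio in wild-type cells. The largest falls were BC065403, 1700113A16Rik, Gm17089 and Duxf3. BC065403 and Gm17089 each had 2 groups at or under 3 counts, so no fold is given. 1700113A16Rik changed by -2.52 (SE 0.753, limma adjusted p = 0.0189) and Duxf3 fell at least 2.67-fold. Duxf3 belongs to a repeated gene family. Neither of these falls was called by edgeR (adjusted p = 0.127 and 0.102), nor was Gm17089 (adjusted p = 0.17).

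The ESCC family shares the AAGUGC seed, so its targets were asked about as a set. Of the tested genes, 2524 had a seed site in the 3′ UTR and 7792 had no GCACTT hexamer. The median stability change was 0.03 for site genes and -0.14 for genes without a site, a difference of 0.17 (limma camera adjusted p = 5.67e-10 over the 7 set tests run). The size of this p depended on the preset inter-gene correlation. With the correlation estimated from the data, the unadjusted limma camera p was 0.000166, against 2.43e-10 with the preset. With the replicate block the difference was 0.17 (limma camera adjusted p = 6.93e-10). In each culture, the median total to 4sU log2 ratio of site genes relative to genes without a site was -0.15 ± 0.018 in Dgcr8 KO and -0.39 ± 0.022 in wild-type (SD, n = 3 each). All 3 KO cultures lay above all 3 wild-type cultures (exact two-sided permutation p = 0.1, the smallest possible). For the 435 genes with the 8mer AGCACTTA, the difference was 0.30 (limma camera adjusted p = 1.95e-23).

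**Figure D2:**
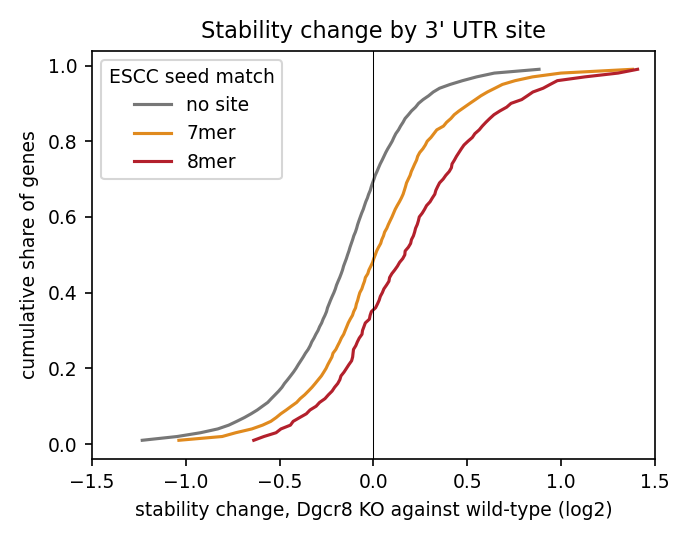
Cumulative share of genes (y axis, 1st to 99th percentile) by stability change in Dgcr8 KO against wild-type (x axis, log2), for genes with no GCACTT hexamer, a 7mer site or an 8mer site. The curve for 8mer genes lies to the right, with a median of 0.17 against -0.14 for genes without a site.

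**Figure D3:**
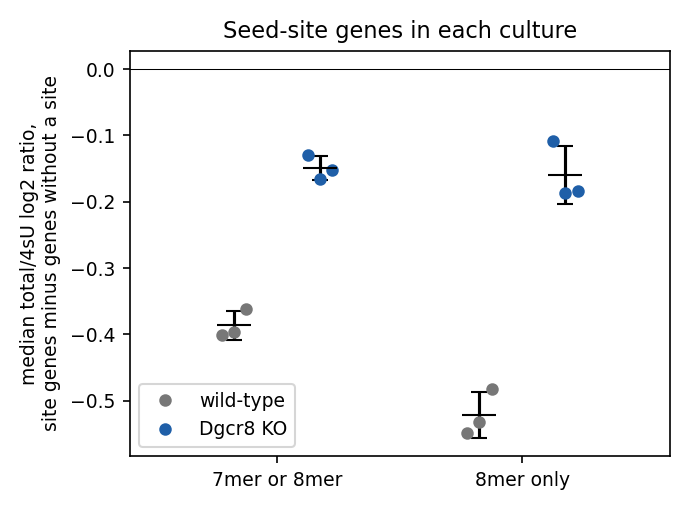
Median total to 4sU log2 ratio of seed-site genes minus that of genes without a site (y axis) in each culture (points), with means and SD, for all sites and for 8mers only. The 3 Dgcr8 KO cultures lie above the 3 wild-type cultures in both sets.

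Total RNA of site genes differed by 0.27 (limma camera adjusted p = 1.89e-05), and by 0.27 with the replicate block (adjusted p = 1.86e-05). Nascent RNA of site genes differed by 0.07, which was not past the threshold (limma camera adjusted p = 0.154), and by 0.07 with the replicate block (adjusted p = 0.15). The interaction term above is the test of the difference between these effects. Among genes called more stable that had a site or lacked the hexamer, 44 of 68 (64.7%) had a site, against 24.5% of the tested genes and 13 of 99 (13.1%) of those called less stable.

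When each possible hexamer was scored over 11811 genes, GCACTT had the largest slope, 0.15 on the log2 scale (0.154 ± 0.010, SD, n = 3 same-numbered pairs). The next was AGCACT with 0.09, which overlaps it, and the 99th percentile of all hexamers was 0.04. With the replicate block GCACTT also ranked 1, with a slope of 0.15.

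**Figure D4:**
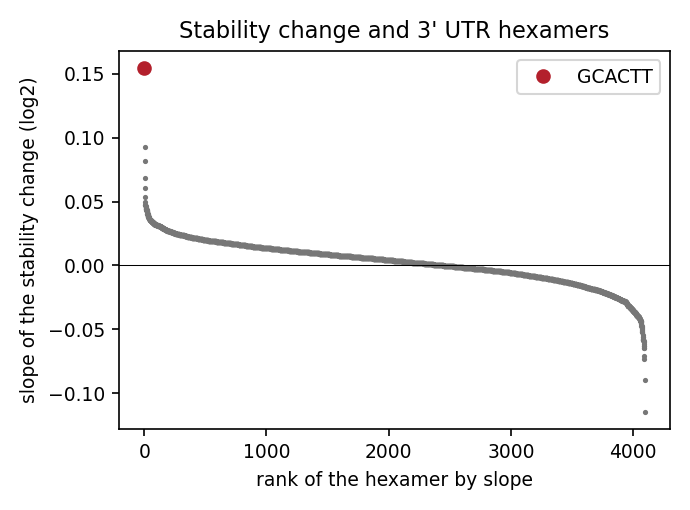
Slope of the stability change (y axis, log2) on the presence of each possible hexamer in the 3′ UTR, ordered by rank (x axis). GCACTT ranks 1, with a slope of 0.15 against 0.09 for the next hexamer.

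Of the 10 listed ESCC targets, 9 had a higher stability in Dgcr8 KO. In 3 the change was called. The limma adjusted p was under 0.05 for 9 genes over the list alone and for 7 over all genes. Casp2 rose by 1.48 (SE 0.0933, adjusted p = 4.70e-13), Rbl2 by 1.43 (SE 0.129, adjusted p = 1.39e-09) and Lefty1 by 1.34 (SE 0.127, adjusted p = 3.12e-09). Rhoc did not change measurably (-0.04, adjusted p = 0.937), and Tgfbr2 and Lefty2 did not pass over all genes (adjusted p = 0.0610 and 0.141). For Tgfbr2 (1.13) this depended on the test: edgeR gave 1.19 (adjusted p = 0.0403) and the replicate block 1.20 (limma adjusted p = 0.0347), and each of these made 4 calls in the list instead of 3. Total RNA of all 10 was higher, with log2 changes from 0.33 to 3.77, each with an adjusted p under 0.05 over the list and over all genes. Nascent RNA also rose in Lefty1 (2.43), Lats2 (1.00), Rbl2 (0.735), Lefty2 (0.67), Mbd2 (0.63) and Ei24 (0.51), each with limma adjusted p under 0.05. The total rises of these genes therefore do not reflect stability alone. Nascent RNA fell in Casp2 (-0.54) and did not pass in Cdkn1a (-0.16), Tgfbr2 (0.27) or Rhoc (0.37). The 8 pluripotency genes changed little in total RNA, from -0.46 (Sall4) to 0.32 (Sox2). All 8 had adjusted p under 0.05 over the list and over all genes, and 0 passed the limit on the fold change. Pou5f1, Sox2 and Zfp42 were higher and the others lower.

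Because Dgcr8 acts on primary microRNA transcripts, hairpin and host genes were tested as a set. The 63 genes had a median total RNA change of 0.65, against -0.09 for all others (limma camera adjusted p = 0.00128), and a median of 0.64 with the replicate block (adjusted p = 0.00136). Of these, 22 were called higher and 4 lower. Relative to all other genes, gene-centred values were 0.54 ± 0.16 in Dgcr8 KO and -0.41 ± 0.042 in wild-type cultures (SD, n = 3 each, exact two-sided permutation p = 0.1, the smallest possible). Without a filter on counts, which admits other genes to the set, the median was 0.01.

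Relative stability within wild-type cells was described last. The total to 4sU ratio differed 3.71-fold between the 25th and 75th percentiles and 73.7-fold between the 1st and 99th. In single cultures these were 3.76 ± 0.063 and 96.5 ± 8.78 (SD, n = 3). The 1508 lncRNAs had a median ratio lower than that of 11884 protein-coding genes by a log2 difference of -3.04 (-2.96 ± 0.093 per culture, SD, n = 3), and 98.1% of them lay below the protein-coding median. Across 11811 genes, 3′ UTR length and stability correlated with a Spearman's rho of -0.210 (-0.204 ± 0.015 per culture, SD, n = 3). Relative to the median of all genes, the log2 ratio was -2.91 for Ccn1, -1.46 for Amotl2, -0.82 for Esrrb, -0.31 for Sall4, -0.16 for Pgap1 and 1.11 for Impact.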

Values the study reported

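In wild-type ESCs, the study reported a 3.2-fold difference in mRNA stability between the 25th and 75th percentile and a difference of over 64-fold between the top and bottom 1%. For 3′ UTR length and mRNA stability, it gave a Spearman's rho of −0.3. The study measured 3′ UTR length on the principal isoform, whereas the rho computed here used the longest 3′ UTR of each gene. The study also speaks of mRNA stability, whereas the main ranges computed here covered all tested genes, non-coding genes included. These values are therefore not like for like.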

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

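The test of scaling in this part was chosen after the result was seen. The results here drew attention because the effect of genotype differed between total and nascent RNA: the changes went in opposite directions, each with an adjusted p under 0.05, in 205 genes whose interaction term, the test of that difference, also had an adjusted p under 0.05. In 45 of them the stability change was also over 1 on the log2 scale, with total RNA higher in 24 and lower in 21. Among the genes named in the report, 5 showed the pattern. Casp2 rose in total RNA by 0.95 and fell in nascent RNA by 0.54, a stability change of 1.48. The other 4 went the opposite way, lower in total and higher in nascent RNA, with stability changes of -0.55 for Klf4, -0.55 for Amotl2, -0.45 for Esrrb and -0.34 for Nanog.

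Scaling between libraries was the technical explanation tested. Under library size only, RLE and upper-quartile scaling, 40, 43 and 43 of the 45 genes kept opposite changes, so the lowest share was 88.9%. Of all 205 genes, 163, 161 and 169 kept them, a lowest share of 78.5%. Of the 5 named genes, 5, 4 and 4 kept them. The genes were chosen for this pattern and the scalings differed little, so these shares alone say little. Over TMM and these scalings, the median change of all genes ran from -0.09 to -0.04 in total RNA and from -0.07 to 0.01 in nascent RNA. A scaling factor moves all genes the same way, and the pattern ran in both directions. A single scaling shift therefore cannot account for both directions, although either direction alone was not excluded this way. Overlap with other genes on the same strand and differences in library preparation were not tested for these genes. ESCC seed sites were uneven between the directions: 12 of the 24 genes with higher total RNA (16 of them protein-coding) carried a site, against 2 of the 21 with lower total RNA (19 protein-coding). Another 5 of the 45 were non-coding genes near a microRNA gene, with microRNA genes themselves not counted. These counts were made after the genes were seen and were not tested. A change in decay may be involved, but the pattern cannot be told apart from those untested explanations, nor either direction alone from a scaling shift.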

How the results depend on the processing

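Calls relative to the median change, subsets of genes for the wild-type range, ranking hexamers by t, and RLE and upper-quartile scaling of the named genes and lists were chosen after seeing the data, and the other alternatives were planned.

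Filters and thresholds moved counts most. With 3 CPM required in all 12 libraries, calls fell to 115 for stability, 1045 for total and 837 for nascent RNA. With no filter beyond 1 count, they were 341 for stability, 4001 for total and 3801 for nascent RNA. With no limit on the change they were 2261, 8971 and 7898. The share of more stable calls was 44.9% with TMM, 62.0% with RLE, 58.1% with upper quartile, 50.0% with library size only, 65.7% with DESeq2 and 56.7% relative to the median change. With no limit on the change it was 31.1% (704 against 1557). The share was 53% with 3 CPM required in all 12 libraries and 48.4% with no filter beyond 1 count. Leaving out each culture gave from 211 to 251 stability calls, from 2254 to 2313 total calls and from 1876 to 1987 nascent calls. A replicate block by number gave 293, 2438 and 2051.

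The seed-site stability difference stayed past the threshold in every alternative run, from 0.13 (any hexamer) to 0.30 (8mer), and from 0.16 to 0.18 with a culture left out. Its p weakened most with the inter-gene correlation estimated from the data. There the unadjusted limma camera p was 0.000166 for stability, 0.00153 for total and 0.172 for nascent RNA. The nascent difference passed only for 8mers (0.10) and was 0.00492 against genes matched on 3′ UTR length and expression. GCACTT ranked 1 in every alternative run. The primary microRNA set kept its direction, from 0.23 to 0.80 with a culture left out and 0.01 with no filter; the genes in the set change with the filter.

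For wild-type cells, the all-library filter gave 2.69-fold and 35.3-fold ranges, a lncRNA difference of -2.10 and a 3′ UTR rho of -0.236. No filter gave 3.19-fold and 63.8-fold ranges, -1.39 and -0.102, and a total against nascent rho of 0.542. Protein-coding genes alone gave 2.80-fold and 37.1-fold. With a culture left out, the first range was from 3.597 to 3.69. Scaling moved the wild-type median of all genes from 0.08 to -0.09 with library size and -0.24 with upper quartile, so wild-type values of named genes are given relative to it. The cause was not tested for any of these.

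Among 60 named gene results, 15 changed in at least 1 alternative: of 702 values, 23 were weaker, 5 stronger, 20 moved and 6 reversed. The reversals were all the stability of Rhoc, with adjusted p from 0.625 to 0.977 over all alternatives: 0.0666 with DESeq2, 0.0484 with RLE, 0.0259 with upper quartile, and from -0.24 to 0.11 with a culture left out. Of the 23 weaker values, 19 belonged to the 4 largest stability falls. The others were total RNA changes with a culture left out. Rhoc had a limma adjusted p of 0.0559 without wild-type 1 and 0.0813 without Dgcr8 KO 2. Zfp42 had 0.113 without wild-type 3 and 0.0773 without Dgcr8 KO 2. Gm17089 and Duxf3 lost their call with edgeR, DESeq2, library size, RLE and upper quartile, 1700113A16Rik with edgeR and DESeq2, and BC065403 with DESeq2. With a culture left out, 1700113A16Rik lost its call in 3 of 6 fits, Duxf3 in 2 of 3, Gm17089 in 1 of 3 and BC065403 in 0 of 3. In these fits the change of 1700113A16Rik ranged from -3.66 to -1.60. For 6 named results, 3 of the 6 fits with a culture left out gave no value, because the gene no longer passed the filter. Of the 10 listed ESCC targets, the number called for stability was 3 with library size only, 4 with edgeR, the replicate block or upper quartile, 5 with DESeq2 and 6 with RLE, and from 3 to 5 with a culture left out. Low counts limit the 4 largest stability rises, where wild-type total libraries held 3 counts or fewer.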

Other observations

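The tests of splits for gene sets and hexamers, of other microRNA families and of mitochondrial mRNAs were chosen after the related results were seen. The 6 cultures can be divided in 10 ways, of which 4 part all 3 same-numbered pairs, the real split included. Among these 4, only 1, the real split, gave as many called genes for stability, total or nascent RNA. The other 6 splits part 1 same-numbered pair. The 9 splits other than the real had 0 called genes each, and at an unadjusted p under 0.05 they had from 57 to 104 genes for stability, 79 to 141 for total and 82 to 256 for nascent RNA, against 3952, 9370 and 8530 in the real split. In absolute size, the real split was also the largest (1 of the 4) for the seed-site difference in stability (the other 3 up to 0.0883), total RNA (up to 0.0934) and nascent RNA (up to 0.0591), and for primary microRNA genes (up to 0.449). For the rank of GCACTT, 3 of the 4 splits ranked it as high. As the numbers did not pair the cultures measurably, all 10 splits were also compared: 1 of the 10, the real split, was as large for each of these results, except that 8 of the 10 ranked GCACTT as high. Every other split mixes 2 cultures of one genotype with 1 of the other, so it carries part of the genotype difference and puts the rest into the spread within groups. With so few splits, chance in the grouping cannot be ruled out this way.

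The rise in stability of seed-site genes was tested against technical explanations. Against genes matched on 3′ UTR length and expression, 99% of the difference remained (100% with the replicate block), although the median 3′ UTR was 2473 bases for site genes and 2018 for matched genes. Among the 180 orderings of the 6 bases of GCACTT, 0.556% (GCACTT alone) had a slope as large, which follows from its rank of 1 over all hexamers and is not a separate test. In a regression on site, 3′ UTR length and GC content, exon length, expression and wild-type stability, 85.0% of the coefficient remained (85.5% with the block). Neither the matching nor the regression removed the rise. Loss of ESCC repression is a hypothesis that may account for it, and the splits, whether 4 or 10, are too few to rule chance in the grouping in or out, whatever the data. Differences between the wild-type and Dgcr8 KO cells other than Dgcr8 were not tested.

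Words of other families were also ranked. Over all 11811 genes, TGCAAT, matching the miR-25/92 family, ranked 12 (slope 0.05) and TTGCAC, matching miR-19, ranked 22 (slope 0.04), both in the top 1%. Among the 7792 genes without GCACTT, TGCAAT ranked 177 of 4095 (221 with the replicate block) and TTGCAC ranked 1972, both outside it. The reason for this difference was not tested, so sites of those families are neither shown nor excluded.

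Non-coding genes called more stable may include unprocessed primary microRNA transcripts. MicroRNA genes themselves were left out of the counts that follow. Of 21 other non-coding genes called more stable, 11 (52.4%) lay within 10 kb of an annotated microRNA gene on the same strand. Among the non-coding genes not called more stable, 98 of 2035 (4.82%) did (Fisher's exact two-sided p = 1.28e-09, and 7.89e-10 with the replicate block). That these are unprocessed primary transcripts remains a hypothesis, since processing was not measured.

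A weak negative relation between nascent and stability changes (rho -0.0932 across genes) could reflect noise, as both use the 4sU libraries. With the values taken from separate cultures, the median rho over 9 combinations was 0.0056, from -0.0214 to 0.0655. The relation disappeared, which is consistent with shared noise, and no dampening of nascent changes was seen.

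No autosome departed by much in nascent RNA. The largest departure was -0.123 for chromosome 8 (-0.121 with the block), less than a changed copy number in all cells would give, and 98.2% of it (100% with the block) remained after regression on 3′ UTR GC content and length. A gain or loss in a minority of cells was not tested.

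A few features took a large share of 4sU counts. Lars2 held 4.76% ± 0.14 (SD, n = 3) of wild-type 4sU counts and a mean of 0.0056% of wild-type total counts. The total share was uneven, at 0.0112%, 0.00241% and 0.00326% in the wild-type total libraries. These features were chosen after their values were seen. Of the 10 features with the highest 4sU to total ratio, 5 shared a 25-base word with another of them and 0 with 356 annotated rRNA genes. Reads of rRNA may be counted there, since only total RNA is described as rRNA-depleted, but shared words do not show this. The 0 does not exclude it either. Only annotated rRNA genes were compared, and whether these cover every rRNA sequence was not checked. The ratio of 7 mitochondrial mRNAs spanned 3.79 on the log2 scale, from -4.97 to -1.17. The span came from mt-Co1 (-1.17), as the others lay from -4.97 (mt-Nd6) to -4.37 (mt-Nd1). The low ratio of these mRNAs cannot be told apart from an effect of rRNA depletion.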
